A study of Mus musculus with 1111 samples.

How the data were processed

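Single microglia from the brains of 3-month-old mice were profiled with Smart-seq2, a full-length method that makes 1 library per sorted cell. The mice had been injected 20 hours earlier with plasma proteins carrying NHS-Atto647N, a fluorescent dye that binds amines. The labels sort each cell into 1 of 3 groups by its plasma signal: plasma none, plasma low and plasma high. Each label also gives a well and a number after the letters TH, from 1 to 3, whose meaning is not stated. Each GEO sample was 1 cell. No label named an animal, so each group counted as 1 sample of cells, so no test between groups and no p-value is given as a main result. Tests by edgeR and DESeq2 on sums of cells are alternatives only. The TH numbers were treated as 3 sets of wells, and errors are the SD over these 3 sets (n = 3), which is not a spread between animals.

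The deposited tables hold 1 count per gene and cell, and each TH number has its own table. Per the file headers, the columns for TH 2 and TH 3 were made from alignments reduced to top hits, while those for TH 1 carry no such note. In 1 column of TH 3 the deposited value was read as an expected count, because 2 values were not whole and averaged features with 2 probes. All other values were whole numbers. The aligner, the counting tool and its use of strand are not stated. Each table had 35583 genes, of which 35546 IDs were found in GENCODE M21 (GRCm38), and 99.6% of these had identical coordinates. A symbol stood on more than 1 gene in 48 cases, so genes were handled by ID. The tables held 13 mitochondrial genes and no spike-in rows, and no 2 cells had identical values. Of 1111 labelled cells, 1045 were matched by well and TH number to a column, 0 columns were left unmatched, and the other 66 cells were not analysed here. The matched cells were 370 of plasma none, 371 of plasma low and 304 of plasma high.

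A cell passed with at least 50000 reads in genes and at least 500 genes with a read, and 1 cell had no reads at all. This left 346 cells of plasma none, 351 of plasma low and 290 of plasma high. The cells were sorted singly into wells, so no doublet caller was run, and no clustering was done. Reads of passing cells were summed for each group within each TH number, which made 9 sums. The sums were scaled to CPM, the reads of a gene relative to all reads in genes, with TMM factors from edgeR 4.0.16 in R 4.3.3. The log2 ratio between groups used CPM with a pseudocount of 1 CPM, was taken within each TH number, and was averaged over the 3. A gene met the size rule with a mean log2 ratio of at least 1 in size and the same sign in 3 of 3 TH numbers. It also needed a mean CPM of at least 20 and a read in at least 10% of the cells of 1 group. Chance alone gives the same sign in 3 of 3 TH numbers for 25% of genes. The 3 comparisons were plasma high against plasma none, plasma low against plasma none, and plasma high against plasma low. Comparisons that share a group are not independent of each other.

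For the size of calls that arise without a group difference, the counts were repeated with the groups swapped within 1 TH number. They were also repeated between the left and right columns of a single group. A gene called with the real groups cannot be called with groups swapped, since its sign then differs between TH numbers. Agreement between TH numbers was measured as Pearson and Spearman correlations of log2 ratios across genes, which are not independent replicates. For a measure free of selection, genes were picked on 2 TH numbers and read on the TH number left out.

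Genes were grouped in 13 lists: homeostatic microglia, disease-associated microglia, interferon response, antigen presentation, lysosome, endocytosis and plasma protein receptors, complement, inflammatory cytokines and chemokines, immediate early and dissociation, proliferation, iron handling and oxidative stress, ribosomal proteins, and the mitochondrial genome. A list was summarised by the median log2 ratio of its genes with a mean CPM of at least 5. That median was ranked among 10000 random lists of the same size matched on expression in 20 bins, as a percentile and not as a test. A further 10 marker lists covered microglia, border-associated macrophages, monocytes, neutrophils, lymphocytes, endothelial cells, astrocytes, oligodendrocytes, neurons and red cells. A cell was counted as carrying another type's markers with at least 3 markers of 1 such list, each at 10 CPM or more. The lists, the cell filter, the size rule, the comparisons and the rule for naming genes were all chosen before the data were examined.

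The named genes were the 5 largest rises and the 5 largest falls that met the size rule in plasma high against plasma none. The 3 largest of each were named in the other comparisons. Predicted and clone-named genes were left out. From each list, the gene with the largest rise and the gene with the largest fall could be named if their mean CPM was at least 20. Coordinates are those of the tables.

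Depth was compared by thinning every passing cell to 50000 reads at random with a fixed seed. Intervals are 95% exact intervals, Poisson for CPM over pooled reads and Clopper-Pearson for shares of cells. A count of 0 was given the upper limit that 3 counts of the total would set. Reads without molecular identifiers are not independent molecules, so intervals and limits cover counting error only.

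The layout confounded group with position. In each TH number, plasma none filled columns 1 to 8, plasma low columns 9 to 16 and plasma high columns 17 to 23.

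The methods were tested on simulated data with 200 genes changed 4-fold between plasma high and plasma none. The size rule, without its condition on the share of cells, recovered 157 of the 200 genes, and 375 unchanged genes met it too. With the TH number as a replicate block, edgeR called 84 genes, 77 of them changed. DESeq2 1.42.0 called 584 genes, 151 of them changed.

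Alternatives covered scaling by library size or by DESeq2 size factors, the mean of the cells' own CPM, TH numbers summed before the ratio, no cell filter, a filter of 100000 reads and 1000 genes, and a limit of 5% mitochondrial reads. They also covered thinned cells, cells with other markers left out, outermost wells left out, a pseudocount of 5 CPM, and each TH number left out. For the size rule, other minimums for CPM, share of cells and ratio were tried, as were edgeR and DESeq2 on the sums. A minimum of 200 CPM, the top cell of each gene left out of each sum, the left and right columns, and all alternatives for the mitochondrial share were chosen after seeing the data. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.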

Results

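Gene expression was measured by Smart-seq2 in single microglia sorted by how much labelled plasma protein they carried. Columns of values were matched to 1045 cells, 35.4% of them in plasma none (370 cells), 35.5% in plasma low and 29.1% in plasma high. After the filter 987 cells remained, 35.1% of them in plasma none, 35.6% in plasma low and 29.4% in plasma high (290 cells). The share of cells passing was 93.5% ± 0.702 in plasma none, 94.6% ± 0.808 in plasma low and 95.3% ± 1.63 in plasma high (SD, n = 3 TH numbers). All errors below are SD over the 3 TH numbers unless another is named. The passing cells held 80757827 reads in plasma none, 98868490 in plasma low and 102428398 in plasma high. By group and TH number, the reads summed ranged from 21309816 in plasma none of TH 1 to 49323522 in plasma low of TH 2.

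The median reads per passing cell were 217146 ± 53263 in plasma none, 250870 ± 94331 in plasma low and 289558 ± 99803 in plasma high (SD, n = 3). The depth per cell was higher in plasma high than in plasma none in each TH number: 235108 against 175699 reads in TH 1, 404743 against 277222 in TH 2, and 228822 against 198518 in TH 3. The median genes per cell were 1696 ± 56.4 in plasma none (1631 to 1729.5 over TH numbers), 1999 ± 223.01 in plasma low (1768 to 2213) and 1939 in plasma high (1882.5 to 2045). At an equal 50000 reads per cell, these medians were 1530.2 ± 76.7, 1816 ± 195.01 and 1744 ± 121.1. Before thinning, plasma high exceeded plasma none by 242.7 ± 77.6 genes, and plasma low exceeded plasma none in 3 of 3 TH numbers. Plasma high and plasma low differed by −60.3 ± 152.8 genes, with both signs among the TH numbers. Leaving out TH 1 moved the difference between plasma low and plasma none most among the alternatives, to 212.75 genes.

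The median mitochondrial share of a cell's reads was 0.604% ± 0.0555 in plasma none, 0.819% ± 0.0852 in plasma low and 0.975% ± 0.205 in plasma high (SD, n = 3). Plasma high exceeded plasma none by 0.371 ± 0.172 percentage points, and by 0.361, 0.548 and 0.203 points in TH 1, 2 and 3. Plasma low exceeded plasma none by 0.215 ± 0.0390 points. The difference between plasma high and plasma low was 0.156 ± 0.133 points, with 0.0300 points in TH 3. Without TH 2 the difference between plasma high and plasma none was 0.282 points, the largest move among the alternatives.

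**Figure D1:**
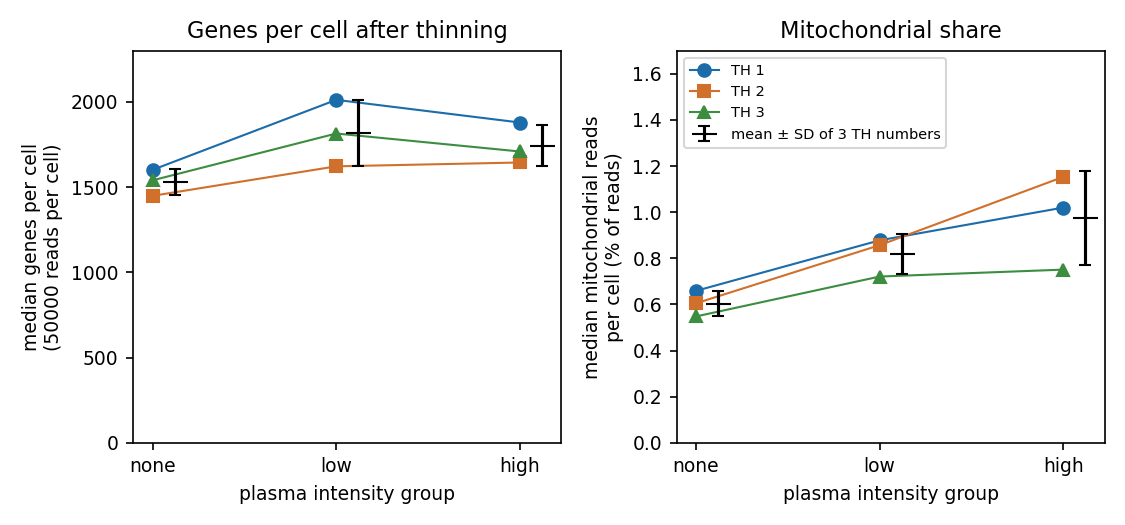
Median genes per cell at 50000 reads per cell (left, genes) and median mitochondrial share of reads (right, percent) for each plasma group. Points joined by lines are the 3 TH numbers and black bars are their mean ± SD; the mitochondrial share rises from 0.604% in plasma none to 0.975% in plasma high.

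The first question was whether the sorted cells were microglia in every group. The 8 microglia markers summed to 48641 ± 1937 CPM in plasma none, 47035 ± 4052 in plasma low and 47083 ± 4068 in plasma high. All 8 are also in the homeostatic microglia list. Markers of border-associated macrophages summed to 0.860 ± 0.580, 9.89 ± 10.7 and 6.31 ± 6.88 CPM in plasma none, low and high. Monocyte markers summed to 2.66 ± 3.98, 2.81 ± 4.86 and 2.66 ± 4.25 CPM. The sum of the neutrophil list was 362.4 ± 65.3, 391 ± 28.5 and 374.7 ± 3.4 CPM, all of it from Csf3r. The sum of the lymphocyte list was 35.5 ± 0.380, 35.4 ± 8.81 and 49.9 ± 30.5 CPM, all of it from Cd79b.

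The endothelial list summed to 526 ± 58.3, 645 ± 55.7 and 619 ± 89.7 CPM in plasma none, low and high, most of it from Bsg. The astrocyte list summed to 331.7 ± 86.95, 278.97 ± 57.5 and 225.06 ± 16.5 CPM, most of it from Slc1a3. The oligodendrocyte list summed to 159.3 ± 47.6, 172.07 ± 38.2 and 213.04 ± 48.8 CPM, with Cnp the most abundant. Neuron markers summed to 0.240 ± 0.350, 2.61 ± 4.42 and 18.9 ± 31.6 CPM, and Snap25 gave 18.4 ± 31.9 CPM of the last value. Red cell markers summed to 0.960 ± 0.960, 0.570 ± 0.710 and 2.00 ± 2.30 CPM. At least 3 markers of 1 non-microglial list were found in 4 cells of plasma none (1.16%, 95% Clopper-Pearson interval 0.316% to 2.93%). The counts were 1 cell in plasma low (0.285%, 0.00700% to 1.58%) and 5 cells in plasma high (1.72%, 0.562% to 3.98%). No cell carried 3 markers of border-associated macrophages, monocytes, neutrophils or lymphocytes. These counts of 0 allow shares of up to 0.867% in plasma none, 0.855% in plasma low and 1.03% in plasma high.

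The comparison of plasma high with plasma none asked how microglia with much plasma protein differed from those with no plasma signal. Of 5534 genes tested, 5.15% met the size rule, 60% of these higher and 40% lower in plasma high. With the groups swapped in 1 TH number, 3.61%, 2.66% and 3.04% of genes met the rule. Between the left and right columns of a single group, 6.53% of tested genes met it in plasma none, 5.31% in plasma low and 8.26% in plasma high. Each of these used fewer cells, and column sets of the same size compared between plasma high and plasma none gave 8.88% to 11.5%. The same sign in all 3 TH numbers was found in 32.5% of tested genes, against 25% by chance. The median size of the mean log2 ratio was 0.32, below the median SD over TH numbers of 0.56. Among 806 genes with at least 200 CPM, 9 met the rule, against 1, 0 and 3 with groups swapped. Between left and right columns at this level, 13, 2 and 12 genes met it within plasma none, low and high, and 12 to 27 between plasma high and plasma none. In the 806 genes, 45.04% had the same sign in 3 of 3 TH numbers, against 25% by chance. With groups swapped, 19.6%, 17.6% and 17.7% did. These are not levels without a group difference, since a gene can have the same sign in only 1 of the assignments. With a ratio of at least 1.5-fold asked instead, 903 genes (16.3%) met the rule.

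The log2 ratios of plasma high against plasma none were weakly correlated between TH numbers. Across 6940 genes, which are not independent replicates, Pearson's r was 0.095 for TH 1 and 2, 0.065 for TH 1 and 3, and 0.063 for TH 2 and 3. Spearman's rho was 0.124, 0.057 and 0.082. In the 806 genes with at least 200 CPM, Pearson's r was 0.400, 0.315 and 0.324. With the top cell of each gene left out of each sum, the mean Pearson r over the 3 pairs rose from 0.074 to 0.102, its largest move. Genes picked as higher on 2 TH numbers had a median log2 ratio of 0.36, 0.32 and 0.13 on the TH number left out (1, 2 and 3). The same genes had 1.28, 1.32 and 1.30 where they were picked. Their direction held for 63%, 64.4% and 58.7% of genes. Genes picked as lower had −0.21, −0.21 and −0.023 on the TH number left out, and 59.9%, 57.6% and 51.6% of them kept their direction.

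Among genes that met the size rule, the largest rise belonged to St8sia6 (ENSMUSG00000003418, chromosome 2, 13651021 to 13794064), a protein-coding gene. Its level was 6.13 ± 6.55 CPM in plasma none, 19.7 ± 10.8 in plasma low and 64.8 ± 24.2 in plasma high. The log2 ratio of plasma high to plasma none was 3.67 ± 2.19, and 3.58, 5.90 and 1.52 in TH 1, 2 and 3. The value in TH 2 rested on the pseudocount, as plasma none was at 0.5 CPM there. Without TH 2 the ratio was 2.55, below the 4.36 of Apoe in that setting. A read of St8sia6 was found in 2.60% of cells of plasma none and 11.7% of plasma high. Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) had 99.5 ± 70.3 CPM in plasma none, 148.6 ± 35.9 in plasma low and 1196 ± 996 in plasma high. Its log2 ratio was 3.48 ± 1.73, and 3.52, 1.73 and 5.19 in TH 1, 2 and 3. Over pooled reads, Apoe had 996 CPM in plasma high (95% exact Poisson interval 989.9 to 1002) and 108.4 in plasma none (106.1 to 110.7). A read of Apoe was found in 8.09%, 15.4% and 27.2% of cells of plasma none, low and high. With the top cell of each sum left out, the log2 ratio was 3.89 for St8sia6 and 3.77 for Apoe.

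Lpl (ENSMUSG00000015568, chromosome 8, 68880491 to 68907448) had 24.1 ± 23.2 CPM in plasma none, 145.9 ± 174.8 in plasma low and 90.3 ± 38.2 in plasma high. Its log2 ratio of plasma high to plasma none was 3.00 ± 2.92. The value of 6.19 in TH 1 rested on the pseudocount, as plasma none was at 0 CPM there, and without TH 1 the ratio was 1.40. A single cell held 67.8% of the Lpl reads of plasma low. Cd74 (ENSMUSG00000024610, chromosome 18, 60803848 to 60812652) had 6.93 ± 6.95, 47.6 ± 65 and 40.9 ± 13.2 CPM in plasma none, low and high. The log2 ratio of Cd74 was 2.70 ± 1.32, and 1.78 with the top cell of each sum left out. A single cell held 40.5% of its reads in plasma high and 77.7% in plasma low. Trim56 (ENSMUSG00000043279, chromosome 5, 137105644 to 137116209) had 9.96 ± 8.72, 19.02 ± 7.30 and 34.9 ± 18.4 CPM. Its log2 ratio was 2.35 ± 2.92, and without TH 3 it was 0.67, under the size rule.

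Among genes that met the size rule, the largest fall belonged to Zfp994 (ENSMUSG00000096433, chromosome 17, 22197265 to 22225616), with 82.3 ± 59.3 CPM in plasma none, 21.5 ± 10.7 in plasma low and 9.60 ± 6.56 in plasma high. Its log2 ratio was −3.03 ± 1.16, and −3.74, −1.69 and −3.65 in TH 1, 2 and 3. A single cell held 29.2% of its reads in plasma none, and with the top cell of each sum left out the ratio was −3.60. Chd8 (ENSMUSG00000053754, chromosome 14, 52198151 to 52257780) went from 105.2 ± 42.9 to 26.97 ± 17.3 CPM, a log2 ratio of −2.04 ± 1.62. Its ratio was −1.27 without TH 2. Kmt2a (ENSMUSG00000002028, chromosome 9, 44803355 to 44881296) went from 123.6 ± 65.95 to 29.4 ± 5.28 CPM, a log2 ratio of −1.91 ± 0.54. Tubgcp4 (ENSMUSG00000027263, chromosome 2, 121170654 to 121198770) went from 61.9 ± 17.5 to 16.3 ± 2.23 CPM, a log2 ratio of −1.83 ± 0.63. Gimap1 (ENSMUSG00000090019, chromosome 6, 48739054 to 48743795) went from 46.03 ± 15.3 to 16.01 ± 13.4 CPM, a log2 ratio of −1.69 ± 0.97. Other annotated genes overlap St8sia6 (1), Chd8 (1), Kmt2a (2), Tubgcp4 (2) and Gimap1 (2), and how the counting assigned strands is not stated. Over the genes meeting the rule, the cell with the most reads held a median of 14.1% of a gene's reads in the higher group, and 20% or more for 25.6% of the genes.

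**Figure D2:**
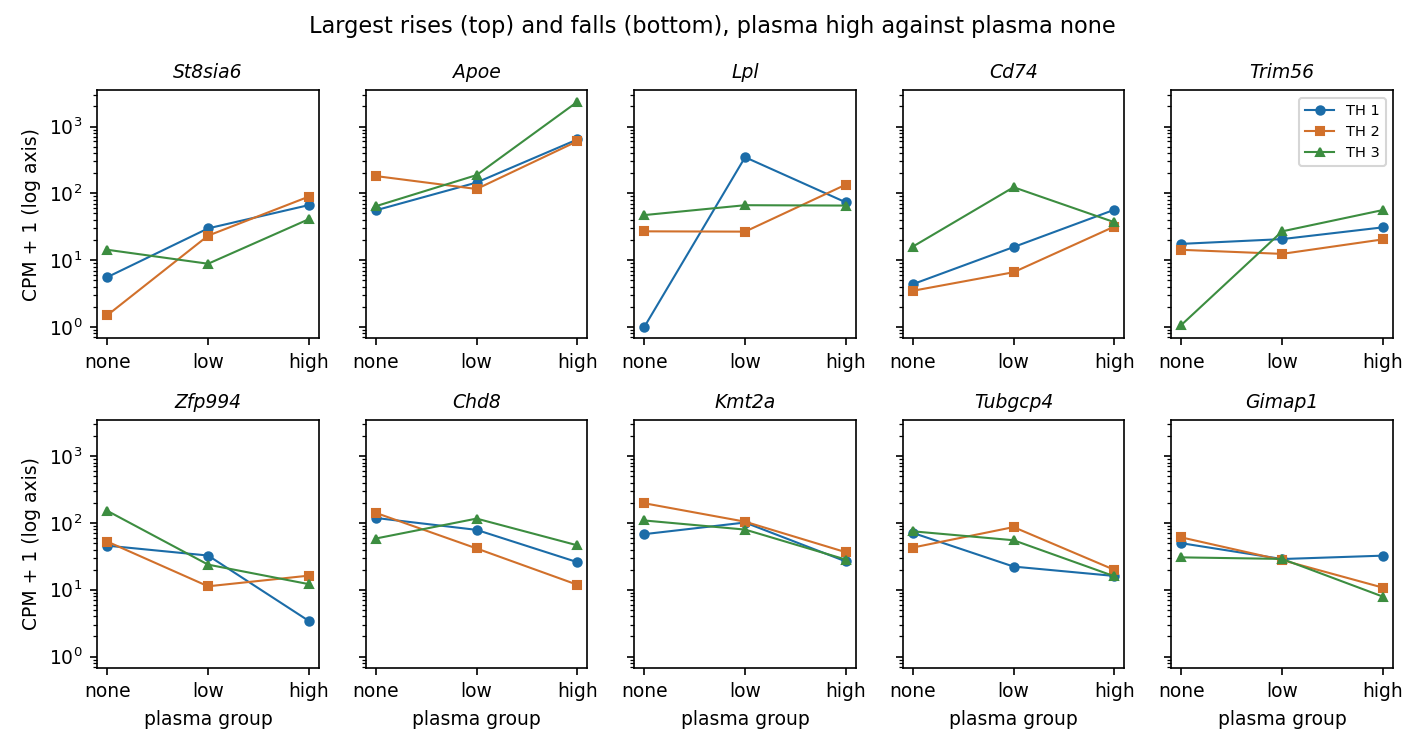
Level of the 10 named genes of the comparison of plasma high with plasma none, as CPM + 1 on a log axis, in the 3 plasma groups; each line is 1 of 3 TH numbers. Apoe reaches 1196 CPM in plasma high on average, and Zfp994 drops from 82.3 to 9.60 CPM.

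The lists asked which known programs moved between plasma high and plasma none. The disease-associated microglia list, genes raised in microglia of diseased brains, had a median log2 ratio of 0.58 ± 0.071 over 15 genes (0.61, 0.52 and 0.47 in TH 1, 2 and 3). It stood at the 99.99 percentile of random lists, and 15 of 15 genes were higher, 12 of them in 3 of 3 TH numbers. Leaving out the outermost wells moved this median most, to 0.90. The ribosomal protein list had a median of 0.33 ± 0.082 over 80 genes, with 70 higher, 52 higher and 2 lower in 3 of 3 TH numbers, at the 100 percentile. The mitochondrial genome had a median of 0.81 ± 0.205 over 8 genes, all 8 higher and 7 of them in 3 of 3 TH numbers, at the 100 percentile. The lysosome list had a median of 0.20 ± 0.046 over 22 genes, with 18 higher and 12 of them in 3 of 3 TH numbers, at the 97.1 percentile. The antigen presentation list had a median of 0.34 ± 0.20 over 11 genes, at the 97.5 percentile. The homeostatic microglia list had a median of −0.079 ± 0.11 over 13 genes, with both signs among TH numbers, at the 16.7 percentile. The medians of these lists kept their sign under library size scaling and under DESeq2 size factors.

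Among the other lists, interferon response had a median of 0.57 ± 0.75, with 1.44 in TH 2 against 0.13 in TH 1 and 0.15 in TH 3, at the 97.03 percentile. The inflammatory cytokine and chemokine list had 0.89 ± 0.74, with −0.37 in TH 1, at the 100 percentile, and 0.33 without TH 2. The proliferation list had 0.67 ± 1.87 at the 99.1 percentile, with 3.24 in TH 3 and 0 in TH 1 and 2, and 0 without TH 3. The complement list had 0.28 ± 0.20 at the 95.4 percentile, and 0.045 without TH 2. The list of iron handling and oxidative stress had 0.18 ± 0.37 at the 82.99 percentile, and 0.031 without TH 2. The immediate early and dissociation list had −0.16 ± 0.31 at the 14.6 percentile, 0.20 without TH 1, and a mean of opposite sign, 0.17. The list of endocytosis and plasma protein receptors had 0.18 ± 0.064 at the 88.4 percentile, with a mean of opposite sign, −0.034.

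**Figure D3:**
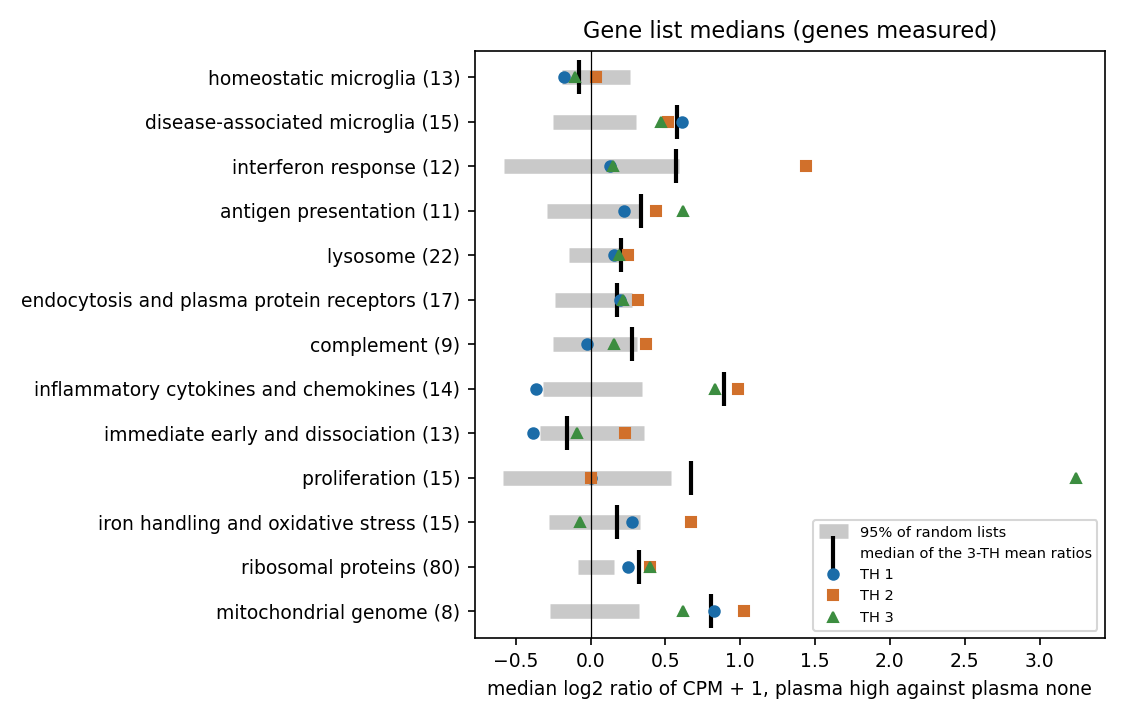
Median log2 ratio of CPM + 1 of plasma high against plasma none for each of 13 gene lists, with the number of genes measured. Colored points are the 3 TH numbers, black ticks the median of the mean ratios, and grey bars hold 95% of random lists; the disease-associated list sits at 0.58, outside its bar, which was made for the mean over TH numbers.

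In the homeostatic list, Csf1r had the largest rise of log2 ratio, 0.31 ± 0.084, and Tmem119 the largest fall, −0.44 ± 0.15 (4844 ± 184.96, 4199 ± 540 and 3576 ± 223.9 CPM in plasma none, low and high). In the lysosome list, Atp6v1a rose by 2.06 ± 0.53 (28.3 ± 5.60, 77.2 ± 31.4 and 121.07 ± 24.7 CPM) and Atp6v0c fell by 0.43 ± 0.20. Rtp4 of the interferon list rose by 1.64 ± 0.67 and Cltc of the endocytosis list by 0.77 ± 0.18. Rpl15 rose by 0.86 ± 0.10, Rpl5 fell by 0.51 ± 0.30 and mt-Nd5 rose by 1.02 ± 0.78. Rhob rose by 0.44 ± 0.53, Sod2 by 0.62 ± 0.96 and Ccna2 by 0.53 ± 2.74, each by no more than 1 SD over TH numbers. The falls of Tapbp (0.041 ± 0.32 in size), C3ar1, Fcgr4, Il6, Ier2, Mcm6 and Txnrd1 were likewise within 1 SD. Ccl4 rose by 3.71 ± 2.33, but a single cell held 80.2% of its reads in plasma high, and with the top cell of each sum left out the ratio was 0.17.

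The comparison of plasma low with plasma none asked whether a small plasma signal went with the same differences. Of 5489 genes tested, 2.64% met the size rule, 88 higher and 57 lower in plasma low. With the groups swapped in 1 TH number, 2.11%, 2.13% and 2.59% of genes met it. The same sign in 3 of 3 TH numbers was found in 28.5% of genes. Among 779 genes with at least 200 CPM, 1 met the rule, against 0, 1 and 2 with groups swapped. Pearson's r between TH numbers was −0.004, 0.030 and 0.047 across genes, and 0.046, 0.110 and 0.20 in genes with at least 200 CPM. Genes picked as higher in plasma high on 2 TH numbers had a median log2 ratio of plasma low to plasma none of 0.088, 0.087 and 0.16 on the TH number left out. Genes picked as lower had −0.15, −0.082 and −0.067.

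Among genes that met the size rule, the largest rises in plasma low were those of Iqsec1 (ENSMUSG00000034312, 1.98 ± 1.48), Ppm1l (ENSMUSG00000027784, 1.98 ± 1.11) and Wdr37 (ENSMUSG00000021147, 1.96 ± 1.07), as log2 ratios. A single cell held 42.4% of the Iqsec1 reads of plasma low. The Iqsec1 ratio was 0.96, 3.67 and 1.31 in TH 1, 2 and 3. It was as low as 1.14 with 1 TH number left out, and 1.06 with the top cell of each sum left out. The largest falls were those of Mypopos (ENSMUSG00000086533, −2.30 ± 1.01), Sco2 (ENSMUSG00000091780, −2.16 ± 2.59) and Lztfl1 (ENSMUSG00000025245, −1.93 ± 0.22). Mypopos is an antisense transcript that overlaps Mypop, and Sco2 overlaps Ncaph2 and Tymp. Sco2 was at −0.68 without TH 2, under the size rule. Lztfl1 had 143.3 ± 21.3 CPM in plasma none and 36.97 ± 7.63 in plasma low.

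Among the lists, disease-associated microglia had a median log2 ratio of plasma low to plasma none of 0.30 ± 0.060 over 12 genes, all 12 higher, at the 99.9 percentile. Ribosomal proteins had 0.16 ± 0.058 at the 99.7 percentile and the mitochondrial genome 0.41 ± 0.20 at the 100 percentile. Endocytosis and plasma protein receptors had 0.23 ± 0.23 at the 98.4 percentile, and antigen presentation 0.23 ± 0.095 at the 96.6 percentile. Interferon response had 0.49 ± 0.55 at the 95.9 percentile and lysosome 0.12 ± 0.19 at the 94.7 percentile. The remaining lists lay between the 15.6 and 89.2 percentiles. Homeostatic microglia had −0.031 ± 0.141, complement 0.082 ± 0.146, and inflammatory cytokines and chemokines 0.20 ± 0.276. Immediate early and dissociation had −0.11 ± 0.146, proliferation 0.032 ± 0.579, and iron handling and oxidative stress 0.14 ± 0.217. With 1 TH number left out, 3 of these medians took both signs. Homeostatic microglia ranged from −0.096 to 0.009, complement from −0.028 to 0.253, and proliferation from −0.066 to 0.405. Inflammatory cytokines and chemokines ranged from 0.176 to 0.449.

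The comparison of plasma high with plasma low asked what separated cells that both carried plasma signal. Of 5709 genes tested, 3.28% met the size rule, 100 higher and 87 lower in plasma high. With the groups swapped in 1 TH number, 2.64%, 2.64% and 2.93% of genes met it. The same sign in 3 of 3 TH numbers was found in 27.2% of genes. Among 801 genes with at least 200 CPM, 2 met the rule, against 0, 0 and 0 with groups swapped. Pearson's r between TH numbers was 0.036, 0.017 and 0.011, and 0.283, 0.116 and 0.101 in genes with at least 200 CPM. Of the genes that met the rule, the largest rises of log2 ratio were those of Apoe (2.72 ± 0.81), Pitpnm1 (ENSMUSG00000024851, 2.47 ± 1.42) and Myo5a (ENSMUSG00000034593, 2.41 ± 1.71). The largest falls were those of Iqsec1 (−2.72 ± 0.56), Lrp4 (ENSMUSG00000027253, −2.33 ± 2.59) and Uty (ENSMUSG00000068457, −2.15 ± 1.03). Lrp4 was at −0.87 without TH 3, under the size rule. Uty lies on chromosome Y.

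Disease-associated microglia had a median log2 ratio of plasma high to plasma low of 0.19 ± 0.11 over 16 genes at the 97.5 percentile. Ribosomal proteins had 0.15 ± 0.069 at the 99.8 percentile and the mitochondrial genome 0.44 ± 0.21 at the 99.99 percentile. Homeostatic microglia had −0.057 ± 0.014 at the 16.1 percentile. Proliferation had 0.98 ± 1.19 at the 99.98 percentile, with −0.16 in TH 1, and −0.044 without TH 3. Inflammatory cytokines and chemokines had 0.36 ± 0.55 at the 99.4 percentile, with −0.26 in TH 1. The others lay between the 46.3 and 95.6 percentiles. Interferon response had −0.060 ± 0.792, with −0.37, 1.05 and −0.27 in TH 1, 2 and 3. With 1 TH number left out it ranged from −0.622 to 0.445. Antigen presentation had 0.17 ± 0.12, lysosome 0.090 ± 0.048, and endocytosis and plasma protein receptors 0.002 ± 0.165, with a mean of −0.19. Complement had 0.11 ± 0.049, immediate early and dissociation 0.062 ± 0.367, and iron handling and oxidative stress 0.20 ± 0.174.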

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

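A minimum of 200 CPM, the top cell of each gene left out, the left and right columns of a group, and all alternatives for the mitochondrial share were chosen only after the results were seen. The others were planned.

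The number of genes meeting the size rule changed most, and is given here as a percentage of the genes tested in the main result. For plasma high against plasma none this was 5.15% of 5534. Thinned cells gave 3.24%, and 37.9% of the genes of the main result still met the rule. A minimum mean CPM of 50 gave 2.19% and one of 200 gave 0.163% (9 genes), since fewer genes were tested. No minimum share of cells gave 8.98% and a ratio of at least 1.5-fold gave 16.3%, since these ask for less. Leaving out 1 TH number gave 8.19% (TH 2) to 10.9% (TH 3), as the same sign was then asked of 2 TH numbers only. For plasma low against plasma none, 2.64% of 5489 in the main result, thinned cells gave 2.095% with 45.5% of the genes kept, and the other settings gave 0.929% at 50 CPM, 0.018% (1 gene) at 200 CPM, 5.25% with no minimum share, 10.2% at 1.5-fold, and 5.50% to 6.72% with 1 TH number left out. For plasma high against plasma low, 3.28% of 5709 in the main result, thinned cells gave 2.225% with 39% of the genes kept, and the others gave 1.07%, 0.035% (2 genes), 5.71%, 11.1%, and 6.81% to 7.67%. The cause of the move under thinning was not tested.

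With no replicate block, that is with the TH numbers summed before the ratio, 6.58%, 3.46% and 5.01% met the rule in the 3 comparisons in the same order. The last was more than 1.5 times the main result, and no sign was asked of the separate TH numbers there. That setting gives no agreement between TH numbers. The other alternatives (scaling, cell filters, cells with other markers or outermost wells left out, the mean of the cells' CPM, a pseudocount of 5 CPM, a minimum of 5 CPM, the top cell left out) stayed within 1.5 times the main result in number. The genes were not always the same: under the mean of the cells' CPM, 44.9%, 53.8% and 47.6% of the genes of the main result still met the rule in the 3 comparisons. For plasma high against plasma none they gave 3.56% to 6.60%. The balance of rises and falls was less stable. For plasma high against plasma low, 53.5% of the genes meeting the rule were rises in the main result, 44.7% under library size scaling and 29.8% with the top cell left out. With the top cell left out, 49.3% were rises in plasma high against plasma none, and 60.7% of the genes of the main result were kept. For plasma low against plasma none, 60.7% were rises in the main result. The share of rises there was 41.2% at a minimum of 50 CPM, 49.3% with no minimum share of cells, and 68.1% with the top cell left out.

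When the 3 TH numbers were taken as 3 samples per group, which speaks of sets of wells and not of animals, the tools parted. At an adjusted p of 0.05, edgeR called 0 genes (0%) in each comparison, with the replicate block and without it. With the block it gave 941, 561 and 579 genes at an unadjusted p under 0.05, and 992, 574 and 618 without it. DESeq2 with the block called 1044, 763 and 739 genes, a number equal to 18.9%, 13.9% and 12.9% of the genes tested by the size rule. On simulated data with 200 changed genes, edgeR recovered 38.5% with 7 false calls, and DESeq2 recovered 75.5% with 433 false calls, so the DESeq2 counts hold false calls on such sums.

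The mean Pearson r between TH numbers moved with the top cell left out, from 0.074 to 0.102 for plasma high against plasma none and from 0.021 to 0.042 for plasma high against plasma low. The other 31 values of this measure moved by less than the spread between pairs. The cause was not tested.

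The median of the disease-associated microglia list in plasma high against plasma none was 0.58 and became 0.90 with the outermost wells left out. Without 1 TH number it ranged from 0.49 to 0.60. The ribosomal protein list, at 0.33, became 0.42 under the mean of the cells' CPM and 0.42 in thinned cells, and ranged from 0.31 to 0.42 without 1 TH number. The lysosome list, at 0.20, ranged from 0.14 to 0.22, and the complement list, at 0.28, from 0.045 to 0.33. The immediate early and dissociation list, at −0.16, ranged from −0.38 to 0.20. The cause of these moves was not tested. The medians of the disease-associated, ribosomal, mitochondrial genome and lysosome lists were above 0 under each alternative. Of all list medians over the 3 comparisons and their alternatives, 21 moved by more than 1 SD over TH numbers and 564 did not. Of the log2 ratios of named genes, 16 moved and 749 did not. The 18 values for genes per cell and the 15 for the mitochondrial share stayed within 1 SD.

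With TMM, DESeq2 size factors or library size, the median log2 ratio of all genes stayed within 0.1 of 0, at 0.054, 0.038 and 0.012 for plasma high against plasma none. Ratios of genes read in few cells rested on those cells.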

Other observations

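The tests chosen only after the result was seen were, for the disease-associated list, those of few cells, other cell types and depth (the last 2 with settings chosen beforehand), the test of matched cells for shares of cells, and all counts of splits. The tests of left and right columns for lists, mitochondrial share and shares of cells, and the other tests of matched cells, of length and of single TH numbers for shares of cells, were set up once these differences were known, before their own values were seen. The measure of shares of cells was itself chosen after the data were seen.

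The genes that met the size rule in plasma high against plasma none were weighed against technical explanations. All 5 stayed open. Cells of another type stayed open: with 3-marker cells left out, 90.9% of the genes still met the rule, but few cells were removed and the others were those the genes were chosen on. Position in the plate cannot be told apart from group: 58.2% of the genes moved the same way in columns 5 to 8 against columns 1 to 4 of plasma none, where 51.9% did so in plasma low and 59.3% in plasma high. Depth per cell stayed open. After thinning, 37.9% of the genes met the rule and 100% kept their direction, with a median size of 1.02 against 1.23 before, in the same cells the genes were chosen on. A few cells with many reads stayed open too. The centred share of cells with a read moved the same way for 92.6% of the genes, but again in the same cells. A single TH number stayed open, as genes picked on 2 TH numbers had the same direction on the third in 59.3% of cases. A biological difference between the plasma groups was left open and untested.

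Chance could not be excluded for any count. For each comparison, 1 of the 4 ways to assign the groups within TH numbers gave as many genes by the size rule, the real one. In plasma high against plasma none, 1 of 10 splits of the 6 sums gave as many genes with an edgeR p under 0.05 as the real one, without a block, with 688 genes against at most 520. For plasma low against plasma none, 6 of 10 splits gave as many as the 477 real ones, and for plasma high against plasma low 7 of 10 gave as many as 462. The splits with more genes than the real one were ones that mixed TH numbers unevenly between the groups. With the TH number as a block, 4 splits remained per comparison, and the real one gave the most genes in each (678, 507 and 465), which is too few splits to exclude chance. The real edgeR counts of these splits differ from those given above at an unadjusted p under 0.05. Those were 992, 574 and 618 without a block, and 941, 561 and 579 with it. The cause of this difference was not tested. DESeq2 without a block was run on the same splits of plasma high against plasma none, and 1 of 10 called as many genes as the real one, that split itself.

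The higher disease-associated list in plasma high was argued not to come from several technical sources. A gradient along the well columns would raise the list from left to right within groups, where the mean was −0.059 (SE 0.049), against 0.14, the group difference scaled from 16 columns apart to 4. In cells matched on genes per cell, 60, 66 and 74 cells per group in TH 1, 2 and 3, the median was 0.55 ± 0.079. With the top cell of each gene left out it was 0.51, and in thinned cells 0.62. Of the 20 genes of the list, 5 stood in another list and 13 were above 5 CPM in plasma none. Cells of another type stayed open: with 3-marker cells left out the median was 0.56, but few cells were removed. Also open was any effect of sorting or handling the blocks of columns separately, since each group filled a block of its own. A biological difference that goes with plasma protein also stayed open and was not tested.

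The higher ribosomal list and the higher mitochondrial share in plasma high were weighed the same way. For the ribosomal list, the mean from left to right within groups was −0.057 (SE 0.052), against 0.081 for the scaled group difference, and the median in matched cells was 0.40 ± 0.028. For the mitochondrial share, the mean was −0.032 percentage points (SE 0.031), against 0.093, and the difference in matched cells was 0.344 ± 0.0890 points. Both argue against a column gradient and against genes per cell as the whole cause. Differences in handling between the blocks of columns stayed open, and so did a biological difference, which was not tested.

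A further measure asked how many cells had a read of a gene at 50000 reads per cell, as a difference between groups centred on the median gene, for genes read in 10% to 90% of cells. In plasma high against plasma none, 3.75% of 4880 genes moved by at least 10 points the same way in 3 of 3 TH numbers, 85.8% of these up and 26 genes down. With the groups swapped in 1 TH number, 23, 15 and 10 genes did, or 0.47%, 0.31% and 0.20%. Pearson's r between TH numbers across genes was 0.260, 0.243 and 0.233. In plasma low against plasma none, 83 of 4930 genes moved, against 13, 10 and 10 with groups swapped, and in plasma high against plasma low 28 of 5234, against 24, 11 and 14. Of the genes that moved in plasma high against plasma none, 97.3% had a CPM ratio of the same sign. Of 77 ribosomal genes, 35 moved up by at least 10 points and 0 down.

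The genes named here were chosen after their values were seen. Lyz2 had a read in 30.7% ± 4.0, 43.3% ± 0.80 and 56.9% ± 2.0 of thinned cells of plasma none, low and high, and in 32.1%, 45.6% and 58.6% before thinning. Its level was 244.8 ± 53.7, 332.3 ± 85.9 and 505 ± 78.2 CPM. Cd52 had a read in 21.6%, 35.6% and 44.7% of thinned cells (22%, 37.9% and 47.2% before thinning), and Npc2 in 55.2%, 74.9% and 77.9% (56.4%, 75.8% and 81.4%). Zfp691 had the largest fall, from 68.6% to 60.4% and 54.8% (76.6%, 71.2% and 68.3% before thinning).

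For the shares of cells, a column gradient was argued against by a mean of −0.681 points (SE 0.566) from left to right within groups, against 1.365 for the scaled difference, taken from the lowest median on a TH number left out (5.46 points). Genes per cell were argued against as the whole cause: in matched cells the mean Pearson r between TH numbers over all genes was 0.132, down from 0.245, so genes per cell may account for part. Transcript length was argued against as the whole cause. Spearman's rho of exon length with the difference was −0.175, and within bins of length and level Pearson's r was still 0.205, 0.169 and 0.182. Genes that rose had a median exon length of 2643 bases, those that fell 5179, and all genes 4444. A single TH number was argued against: genes picked on 2 TH numbers kept their direction on the third in at least 77.6% of cases. By count, 1 of 4 ways to assign the groups gave as many genes, so chance could not be excluded. The column blocks remained confounded with the groups, and a biological difference stayed open and untested.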
